A study of Mus musculus with 6 samples.

How the data were processed

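RNA sequencing was done on keratinocytes from the tail skin of mice aged 4 months. Per the labels' protocols, the epidermis was separated after overnight incubation with trypsin and dispase, the cells were strained and lysed, and polyadenylated RNA was made into stranded libraries. The labels describe 6 samples in 2 groups of 3. The epidermal knockout mice carried the K14cre transgene, which expresses Cre recombinase under a keratin 14 promoter, and were homozygous for the floxed Gpr161 allele. The control mice carried no K14cre per the labels; the control titled 1 was homozygous for the floxed allele, and the other controls were heterozygous.

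The authors deposited a table of estimated counts per gene and a table of normalized values per gene. The deposited estimated counts were not whole numbers for every gene: 53.5% to 58.3% of the values of a library were whole. Per the file headers, the columns came from sorted alignments with duplicates marked. The aligner, the counting tool, whether counting used the strand of the reads, the genome build and the annotation are not stated in the headers or the labels. The table listed 19618 genes, and the smallest sum over the 6 libraries was 10. In the authors' normalized signal, each value equalled the estimated count times a constant for its library plus 0.001. These constants lay within 0.386% of those for CPM with TMM (trimmed mean of M values) scaling, where CPM is a count scaled to the same total in every library, and the columns summed to 969805 to 1026369; the method behind them is not stated.

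The column names show knockout or control but no sample title, so each column was assigned to its group only, and libraries are named here by the tag in the column name: DE679, DE685 and DE688 for the knockout and DE680, DE684 and DE689 for the control. Which control library came from the mouse homozygous for the floxed allele is therefore not known for certain. Running numbers in the column names put knockout and control in the same order as the listed samples. If that order holds, DE680 is the homozygous control, but no label states it, so the order was not used. Within each group, pairs of libraries differed by more than sampling noise (chi-square per degree of freedom from 12.2 to 40.0), so none was treated as a copy of another.

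The estimated counts were rounded to whole numbers first. The test had been laid out for raw counts, and the same test was kept for the rounded estimated counts. Low counts were removed with the filterByExpr defaults of edgeR 4.0.16, libraries were scaled with TMM factors (0.975 to 1.03), and all 6 libraries were fitted with the edgeR quasi-likelihood functions glmQLFit and glmQLFTest, with genotype as the only term. P-values were adjusted by the Benjamini-Hochberg method over the genes tested, and an adjusted p under 0.05 counted as a difference. Standard errors of log2 fold changes were derived from the fold change and its F statistic. Levels are given as CPM with TMM scaling. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound. Such floors and the totals cover counting error only, since the reads carry no molecular identifiers that the labels mention. With 3 libraries against 3, an exact two-sided permutation test cannot go below 0.1, so single values rest on the model across genes.

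The genes named were chosen before the data were examined by a fixed rule, as were the preset lists, the main test and the alternatives. The rule named Gpr161, Gli1, Ptch1 and Hhip whatever their values, and a further gene that is not reported here. It added the 6 largest rises and the 6 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups, and up to 2 genes with an adjusted p under 0.05 from each preset list. There were 14 preset lists: Hedgehog targets, Hedgehog pathway components, basal keratinocyte, differentiated keratinocyte, hair follicle stem cell, sebaceous gland, proliferation, wound-associated keratinocyte, cAMP response, dissociation stress, fibroblast, melanocyte, immune cell and skeletal muscle. Lists with at least 3 genes tested were compared with camera (limma 3.58.1, inter-gene correlation 0.01, two-sided), adjusted by the Benjamini-Hochberg method over the lists.

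Alternatives were relative log expression and upper-quartile factors, no filter on low counts, a mean of at least 1 CPM, DESeq2 1.42.0, limma-voom, limma with a trend on log2 of the authors' normalized values plus 1, a sex covariate, sex-linked genes left out, each library left out in turn, and for the lists fry and camera with an estimated correlation. Sex is not in the labels; it was read from Xist and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. The fit and the list test were tested on simulated data with the real means and library sizes. Of 15152 simulated genes that passed the filter, 198 had been changed; 63.6% of those changed 2-fold and 91.9% of those changed 4-fold were found, and 8 of 162 genes found were false (4.94%). Of 200 random lists of simulated genes, 0 had a camera p under 0.05, but simulated genes are independent of one another and real genes are not.

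Coordinates are those of the deposited table, with 1 subtracted from each end. The names of 19142 listed genes were found in GENCODE M21 (mouse build GRCm38), and 19017 had the same start there, so coordinates are given on GRCm38. Overlapping exons and transcript sequences came from the same annotation; called pseudogenes were matched to protein-coding transcripts with blastn 2.17.0. Reads and exon-level values were not analysed here. Work was done in R 4.3.3 and Python 3.11.15.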

Results

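Gene expression was measured in tail keratinocytes, the main cells of the epidermis, from mice lacking Gpr161 in the epidermis and from control mice, with 3 libraries per group. Gpr161 is a receptor of the primary cilium that is known as a negative regulator of Hedgehog signalling. The study compared the 2 genotypes, which asks how gene expression in keratinocytes differs when epidermal Gpr161 is deleted. Total estimated counts in the knockout libraries were 23307780 (DE679), 17157864 (DE685) and 24988404 (DE688). In the control libraries they were 23074226 (DE680), 23392182 (DE684) and 25344399 (DE689). The 10 most abundant genes held 8.79% to 10.6% of the counts of a library, and mitochondrial genes 2.02% to 2.55%. Xist and Y-linked counts placed 1 library with Y-linked transcripts in each group, DE685 in the knockout with 3311 Y-linked counts and DE684 in the control with 5291. The other 4 libraries had 17265 to 18182 Xist counts and at most 3 Y-linked counts.

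The targeted gene did not differ detectably between the groups at the level of the whole gene. Gpr161 (chromosome 1, 165295789 to 165326745, plus strand, GRCm38) had 26.8 CPM in DE679, 33.6 in DE685 and 25.9 in DE688, against 30.2 in DE680, 32.2 in DE684 and 31.9 in DE689. The means were 28.8 ± 4.23 CPM in the knockout and 31.4 ± 1.10 CPM in the control (SD, n = 3 each). The log2 fold change was −0.13 (SE 0.11, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.553). The alternative that moved it most, leaving out DE685, gave −0.26 with an adjusted p of 0.190. The counts of the gene therefore do not check the labels, and every direction below is that of libraries labelled knockout over libraries labelled control. Whether the deleted exons were missing from the transcript was not analysed here.

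Across 15422 genes tested, 247 had an adjusted p under 0.05 in the edgeR quasi-likelihood test. Of these, 192 were higher and 55 were lower in the knockout, so 77.7% were higher. The count depended on the method: the DESeq2 Wald test on the same counts gave 565 higher and 307 lower, or 64.8% higher, and leaving out DE688 left 65 higher and 4 lower. Among the 247 genes, 91 were higher by more than 1 on the log2 scale. Only Rpl15-ps3, Adgrb1 and Slc6a17, 3 in all, were lower by more than 1. The median log2 fold change was 0.95 for the genes that were higher and −0.46 for those that were lower. The groups did not overlap in CPM for any of the 247 genes. They did not overlap for 3943 of all tested genes (25.6%), where chance gives 10%. At an unadjusted p under 0.05 there were 2931 genes. The median change of all tested genes was −0.0036 on the log2 scale. By biotype, 236 of the 247 genes were protein-coding and 7 were pseudogenes.

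**Figure D1:**
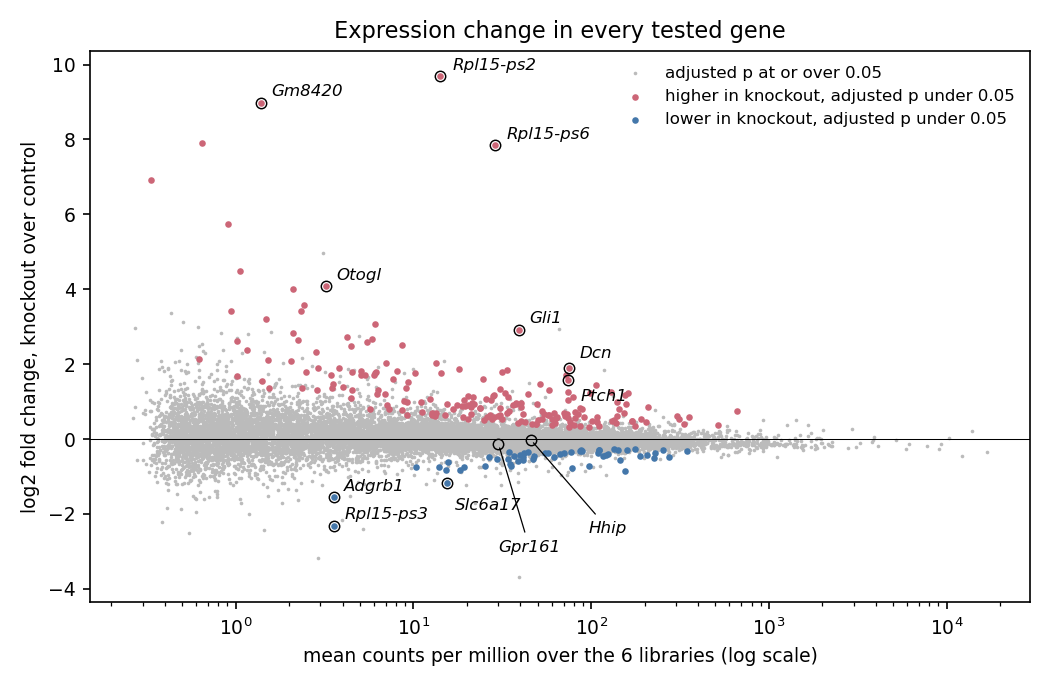
Log2 fold change of knockout over control for each of the 15422 tested genes (vertical axis) against mean CPM over the 6 libraries (horizontal axis, log scale), with the 192 higher genes in red, the 55 lower genes in blue and the others in grey. Genes with a name beside them are circled; fitted changes of genes with almost no control counts, such as Rpl15-ps2 and Gm8420, are not bounded by the data.

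Among the genes fixed as Hedgehog targets, Gli1 and Ptch1 differed between the groups and Hhip did not. Gli1 (chromosome 10, 127329882 to 127341974, minus strand) had 69.4 ± 4.42 CPM in the knockout and 9.15 ± 0.857 CPM in the control (SD, n = 3 each), a log2 fold change of 2.93 (SE 0.10, edgeR adjusted p 1.77e-05). Exons of Gli1 overlap those of Arhgap9 and Gm47200 on the opposite strand, and counting by strand is not stated, so a contribution from these is uncertain. Ptch1 (chromosome 13, 63508328 to 63573598, minus strand) had 111 ± 14.01 against 37.1 ± 5.35 CPM, a change of 1.58 (SE 0.13, edgeR adjusted p 0.00228). Gli1 and Ptch1 passed the threshold in each of the 6 fits that left out one library. Hhip (chromosome 8, 79965851 to 80058006, minus strand) varied too much within groups for a direction: it had 45.4 ± 34.8 CPM in the knockout and 46.0 ± 59.5 CPM in the control, a change of −0.02 (SE 1.12, edgeR adjusted p 0.996). Leaving out DE689 alone moved the Hhip change to 1.90, with an adjusted p of 0.455.

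**Figure D2:**
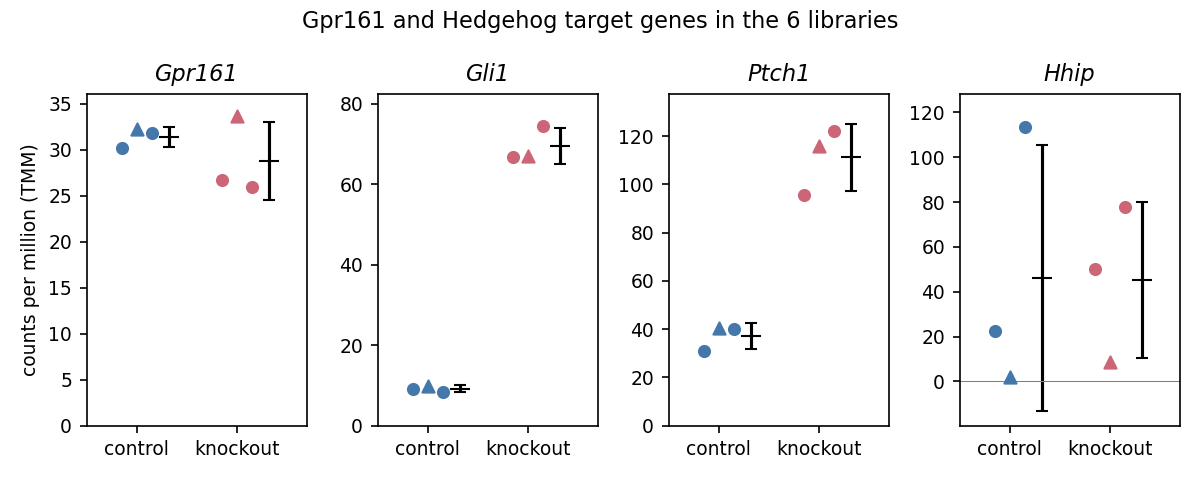
CPM with TMM scaling (vertical axis, one scale per gene) of Gpr161, Gli1, Ptch1 and Hhip in the 3 control and 3 knockout libraries; triangles are the libraries with Y-linked transcripts, circles those with Xist, and black bars the mean ± SD. All 3 knockout libraries lie above all 3 control libraries for Gli1 and Ptch1, and the groups overlap for Gpr161 and Hhip.

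The list of Hedgehog targets was higher in the knockout, with a median log2 fold change of 0.57 over 12 genes, 10 of them higher (camera adjusted p 2.56e-26). That p-value rests on the preset correlation of 0.01: the list also passed under fry (adjusted p 0.00163) and under camera with an estimated correlation (adjusted p 0.00930). Of the 12 genes, 4 had an adjusted p under 0.05 over all genes tested and 9 when adjusted over the list alone. Gli1 and Ptch1 were among the former, as was Gli2, named after its values were seen, with a change of 1.79 (SE 0.15, edgeR adjusted p 0.00259).

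Of the other lists, 4 passed an adjusted p of 0.05 in camera. Hedgehog pathway components were higher (median 0.40 over 15 genes, adjusted p 1.55e-07). Over all genes tested, 3 passed, Smo, Tulp3 and Kif7, the last named after its values were seen, and 9 passed when adjusted over the list alone. Smo changed by 0.43 (SE 0.05, edgeR adjusted p 0.00883) and Tulp3 by 0.61 (SE 0.07, edgeR adjusted p 0.0116). The hair follicle stem cell list was higher (median 0.42 over 13 genes, 10 of them higher, camera adjusted p 3.72e-07). The 3 lower genes were Cd34 (−0.29), Krt24 (−0.25) and Id2 (−0.003), named after their values were seen. In this list, 3 genes passed the threshold over all genes, Nfatc1, Foxc1 and Postn, and 6 when adjusted over the list alone. Nfatc1 changed by 0.95 (SE 0.10, edgeR adjusted p 0.00771), Foxc1 by 0.67 (SE 0.09, edgeR adjusted p 0.0186) and Postn by 0.75 (SE 0.11, edgeR adjusted p 0.0253). The differentiated keratinocyte list was lower (median −0.25 over 18 genes, camera adjusted p 0.00544), with 14 genes lower. When adjusted over the list alone, 6 genes passed the threshold: Calm4, Dsc1, Krtdap, Lce1a1 and Lce1b, which were lower and are named after their values were seen, and Krt77, which was higher. The list did not pass without DE679 (camera adjusted p 0.173) or without DE684 (0.0720). Krt77 was also its single gene past the threshold over all genes, with a change of 1.60 (SE 0.28, edgeR adjusted p 0.0395). The melanocyte list was higher in all 9 genes (median 0.53, camera adjusted p 0.00341), with 0 genes past the threshold over all genes or when adjusted over the list alone, and 3 at an unadjusted p under 0.05. Under fry, Hedgehog pathway components (adjusted p 0.00457) and the hair follicle stem cell list (adjusted p 0.0485) held. The differentiated keratinocyte and melanocyte lists did not hold there, both with an adjusted p of 0.203. Under an estimated correlation none of these 4 lists held, with adjusted p from 0.0934 to 0.493.

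The remaining lists did not pass in camera with all 6 libraries and no covariate. Adjusted p-values were 0.0843 for immune cell (all 12 genes higher, median 0.55), 0.139 for basal keratinocyte, 0.139 for dissociation stress, 0.148 for wound-associated keratinocyte, 0.164 for fibroblast, 0.172 for sebaceous gland, 0.518 for cAMP response and 0.565 for proliferation. Several of these calls depended on the alternative. The immune cell list was higher and passed with the sex covariate (adjusted p 0.000152), with limma-voom (0.0334), without DE680 (0.00195) and without DE685 (0.00204), and its adjusted p reached 0.608 without DE684. The basal keratinocyte list was higher and passed with DESeq2 (0.0288) and limma-voom (0.0395). Without DE680, the dissociation stress (0.000756), wound-associated keratinocyte (0.0397) and fibroblast (0.0454) lists passed as higher and the proliferation list (0.0454) as lower. Dissociation stress also passed as higher without DE679 (0.00172), as did the wound-associated keratinocyte (0.0125) and fibroblast (0.00653) lists without DE684. The sebaceous gland list passed as lower without DE685 (0.0219). With all 6 libraries, the fibroblast list had 5 genes higher and 5 lower, with a median log2 fold change of −0.19. When adjusted over the list alone, the genes past the threshold were Krt15, Lamb3 and Trp63 in the basal keratinocyte list, Krt17, S100a8 and S100a9 (higher, by 0.52, 1.73 and 1.92) and Sprr1b (lower, −0.74) in the wound-associated list and Socs3 in the dissociation stress list, all named after their values were seen. Over all genes, Dcn (1.90, SE 0.21, edgeR adjusted p 0.00782) and Postn passed in the fibroblast list and Dgat2 (−0.29, SE 0.05, edgeR adjusted p 0.0469) in the sebaceous gland list. Postn is also in the hair follicle stem cell list. Only 2 skeletal muscle genes were tested, Atp2a1 and Mylpf, with changes of −0.10 and −0.11, so that list was not tested as a set.

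**Figure D3:**
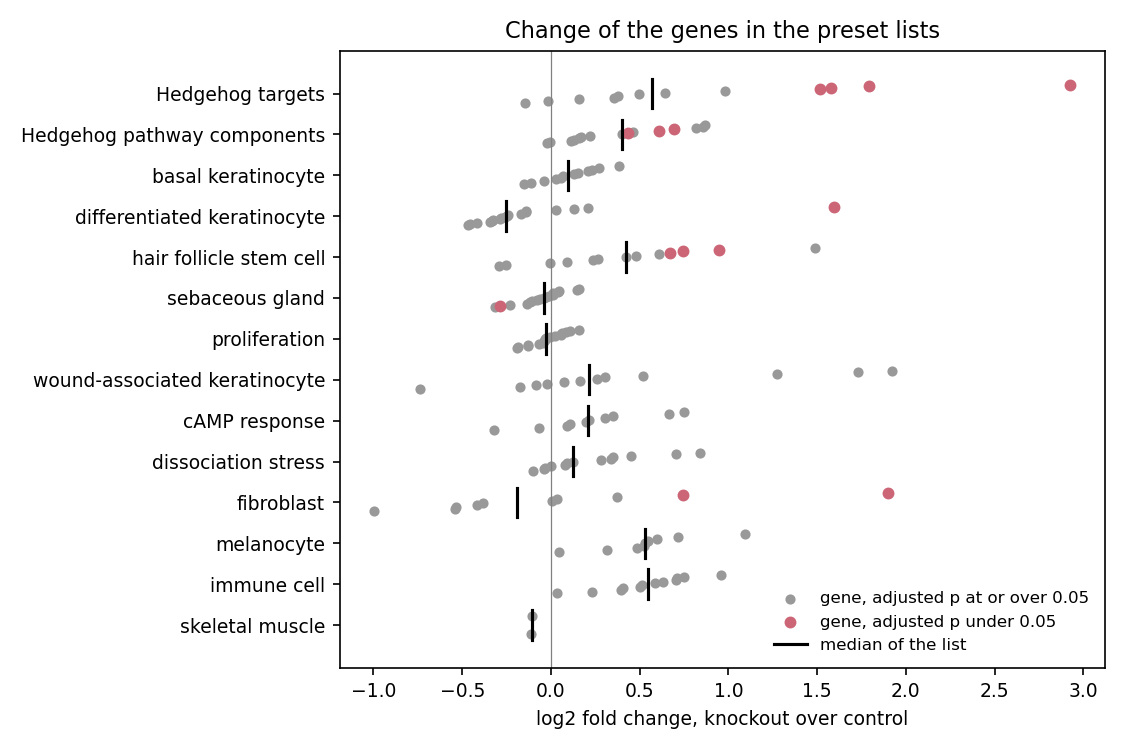
Log2 fold change of knockout over control (horizontal axis) of each tested gene in the 14 preset lists (vertical axis); red points have an adjusted p under 0.05 over all genes, grey points do not, and the black bar is the median of the list. The median of the Hedgehog targets lies at 0.57 and that of the differentiated keratinocyte list at −0.25.

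The largest rises under the fixed rule were Rpl15-ps2, Gm8420, Rpl15-ps6, Hsd17b13, Otogl and Rtraf-ps. Of these, 4 are processed pseudogenes, near-copies of a gene made by reverse transcription, and share sequence with Rpl15 or Rtraf, so their counts are uncertain. Rpl15-ps2 (chromosome 9, 72060937 to 72061549) had 28.1 ± 1.55 CPM in the knockout and at most 3 counts in each control library, at least 198-fold higher. Gm8420 (chromosome 1, 51940664 to 51941261) was at least 17.5-fold higher and the protein-coding Hsd17b13 (chromosome 5, 103955440 to 103977410) at least 10.8-fold higher by the same bound. Rpl15-ps6 (chromosome 15, 52477617 to 52478228) had 57.0 ± 0.746 against 0.241 ± 0.109 CPM, a log2 change of 7.85 (SE 0.18, edgeR adjusted p 1.85e-06). Otogl (chromosome 10, 107760531 to 107912134) had 6.11 ± 0.621 against 0.357 ± 0.187 CPM, a change of 4.08 (SE 0.34, edgeR adjusted p 0.00229). Rtraf-ps (chromosome 3, 88576410 to 88577139), whose exon overlaps Ssr2 on the opposite strand, had 3.94 ± 0.569 against 0.240 ± 0.137 CPM, a change of 4.00 (SE 0.41, edgeR adjusted p 0.00556). Each of these 6 rises passed the threshold in all 6 fits that left out one library.

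The largest falls were smaller and less stable. Rpl15-ps3 (chromosome 9, 22185607 to 22186221), another processed pseudogene with the same uncertainty, had 1.21 ± 0.340 against 5.96 ± 1.62 CPM, a change of −2.31 (SE 0.31, edgeR adjusted p 0.0168). Adgrb1 (chromosome 15, 74516195 to 74589465) changed by −1.54 (SE 0.26, edgeR adjusted p 0.0360) and Slc6a17 (chromosome 3, 107467543 to 107518018) by −1.18 (SE 0.18, edgeR adjusted p 0.0248). Thbs1, Nptxr and Rbp7 changed by −0.84, −0.82 and −0.81, with edgeR adjusted p of 0.0354, 0.0389 and 0.0241. Exons of Adgrb1, Thbs1 and Nptxr overlap those of Gm26117, Gm29233 and Npcd, so their counts are uncertain to that extent. Nptxr lost the threshold in 6 of the 6 fits that left out one library, Adgrb1, Slc6a17, Thbs1 and Rbp7 in 5 of 6, and Rpl15-ps3 in 4 of 6; every one of these fits kept the direction.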

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

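The direction of all 247 differences was the same under every alternative that tested the gene. RLE and upper-quartile factors, no filter, a 1 CPM minimum, limma-voom, limma on the authors' normalized values and leaving out sex-linked genes gave 179 to 200 higher and 42 to 60 lower genes, with 228 to 244 of the 247 shared. Leaving out sex-linked genes left 15421 genes tested against 15422, so it did not take out the X chromosome as a whole. The DESeq2 Wald test gave 565 higher and 307 lower genes, 872 in all, of which 246 were shared; 606 adjusted p-values were NA and were left out. Its share of higher genes was 64.8% against 77.7%. A sex covariate gave 299 higher and 110 lower genes, with 246 shared. The cause of both increases was not tested.

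Leaving out one library at a time gave 65 to 109 higher and 3 to 19 lower genes, so 69 (without DE688) to 121 (without DE684) in all, of which 63 to 104 were among the 247. Fewer libraries per fit make differences harder to detect, so part of this drop may come from that alone. Of the 23 named genes past the threshold, 10 passed in all 6 such fits: Gli1, Ptch1, Rpl15-ps2, Gm8420, Rpl15-ps6, Hsd17b13, Otogl, Rtraf-ps, Nfatc1 and Dcn. The other 13 lost it in at least 1, Dgat2 and Nptxr in all 6. No paired analysis was possible by replicate number because the columns carry no replicate numbers. Neighbouring tags would pair DE679 with DE680, DE684 with DE685 and DE688 with DE689. The labels do not say what the tags stand for, and no fit with these pairs as blocks was run. The sex covariate sets DE684 and DE685, 1 of these pairs, against the rest. Sex and that pair therefore cannot be told apart in the fit with this covariate. The genes and lists counted as past or short of the threshold therefore rest on fits without such blocks. Because the columns carry no sample titles, the control homozygous for the floxed allele was not singled out, and each control was left out in turn instead. The order of the columns would make it DE680, but no label states that this order holds.

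The Gpr161 change stayed negative and short of the threshold in every alternative, from −0.26 to −0.06 with adjusted p from 0.190 to 0.859. The Hedgehog target list passed in every alternative, with adjusted p from 7.6e-31 (DESeq2) to 0.00930 (estimated correlation). The number of other lists past the threshold was 4, against 0 with an estimated correlation, 2 with fry, 5 with DESeq2 (basal keratinocyte added), 6 with limma-voom (basal keratinocyte and immune cell added), 5 with the sex covariate (immune cell added) and 4 to 9 across the fits that left out one library, the 9 without DE680; the cause was not tested.

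The Hhip change reversed from −0.02 to 0.020 with upper-quartile factors, 0.96 with limma-voom, 0.73 with limma on the authors' values and 0.32 with the sex covariate, and ranged from −0.65 to 1.90 across the fits that left out one library; no such fit passed the threshold. The proliferation list reversed to higher without DE684 (adjusted p 0.595); its adjusted p ranged from 0.0454 to 0.978 in those fits, the lowest without DE680. Among other results, 4 gene changes and 6 list results were weaker and 4 list results stronger without leaving out a library; with a library left out, 56 gene changes and 2 list results were weaker (the differentiated keratinocyte list without DE679 and without DE684) and 10 list results stronger. Depth limits the lowest genes: 3 counts are 0.117 to 0.173 CPM per library, so rises of genes absent from the control are lower bounds.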

Other observations

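The tests on Dcn, Hhip, library labels and Rtraf were chosen after the result was seen. The pseudogene pattern was seen before any test of it, and that the parents lie on the same chromosome was known when the segment test was written. The Rpl15 and Rtraf tests were first written as one and were separated after their values were seen.

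Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes as the split by genotype, the genotype split itself with 247. The 9 others gave 0 to 18 genes, the 18 in the split that puts DE679, DE684 and DE685, among them both libraries with Y-linked transcripts, against the rest. With 10 splits the share cannot go below 0.1, so this count alone decides nothing about chance. The camera test on the Hedgehog targets had an unadjusted p under 0.05 in 6 of the 9 other splits, down to 7.41e-05. It was 1.97e-27 in the genotype split. Each other split sets 2 libraries of a genotype against 1, so part of the genotype difference remains in it.

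Of the 6 largest rises under the fixed rule, 4 were processed pseudogenes counted almost only in the knockout libraries. By sequence, Rpl15-ps6, Rpl15-ps2, Gm8420, Rpl15-ps3 and Gm5292, the last named after its values were seen, match Rpl15 transcripts over 99.7%, 98.7%, 96.6%, 100% and 90.9% of aligned bases, and Rtraf-ps matches Rtraf over 98.6%. A candidate explanation is that reads of the parent gene were assigned to its pseudogenes. Rpl15 itself had 702 ± 40.2 CPM in the knockout and 860 ± 38.6 CPM in the control (SD, n = 3 each; log2 change −0.29, edgeR adjusted p 0.0886). The 5 Rpl15 pseudogenes past the threshold together had 89.7 ± 1.04 against 6.22 ± 1.63 CPM. This was a gain of 83.5 CPM, where Rpl15 fell by 158 CPM. Other copies of Rpl15 were counted neither here nor in the summed counts. The summed counts changed by −0.13 (SE 0.07, edgeR unadjusted p 0.0887, adjusted p 0.332). The sum did not rise, which argues against separate expression of the pseudogenes with Rpl15 itself unchanged. The sum is mostly Rpl15, so it cannot decide on separate expression beside a fall of Rpl15. Rpl15 lost more than these pseudogenes gained, and the excess did not pass in the test of the sum. A fall of Rpl15 beside a shift of reads, or beside separate expression of the pseudogenes, stays open. Rpl15-ps3, identical to the reference transcript, was the exception to the rise of these pseudogenes and fell. Whether its fall goes with or against a shift of reads was not tested.

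For Rtraf the same test left more open. Rtraf fell by 18.1 CPM while Rtraf-ps gained 3.68 CPM, and their sum changed by −0.23 (SE 0.05, edgeR unadjusted p 0.00218, adjusted p 0.0818). Reads moving to the pseudogene could account for only part of the fall of Rtraf (log2 change −0.30, edgeR adjusted p 0.0412), and assignment of reads cannot be told apart from lower expression, since reads were not analysed here.

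Rpl15 (chromosome 14, 18267823 to 18271391) and Rtraf (chromosome 14, 19811351 to 19823824) lie 1.54 Mb apart, and 0.248% of 100000 random pairs of tested genes were as close. A candidate explanation is a chromosome segment that differs in sequence between the knockout and control animals, such as one linked to a transgene, since per the labels all knockout mice and no control mice carried K14cre. The share of nearby genes past the threshold was not raised: apart from the parents, 1 of 85 tested genes within 10 Mb of Rpl15 passed, Il17rd, named after its values were seen, and 60.1% of 1996 windows elsewhere had as high a share. Just outside that window, Gm3411 (6259747 to 6287250), Gnl3 (from 31012433) and Dnah1 (from 31260375) also passed, all named after their values were seen. Gm3411 had 1.29 ± 0.369 CPM in the knockout and 0 counts in every control library, at least 7.31-fold higher. The window count went against what the segment was expected to show, but a segment need not change the expression of its genes, and there are only 2 parents. The 2 explanations are not exclusive, and a sequence difference cannot be told apart from other causes without reads.

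Of 124 tested genes within 10 Mb of Gpr161, 0 passed an adjusted p of 0.05, which allows a share of up to 2.42%, and 20 (16.1%) had an unadjusted p under 0.05 against 19.0% of all tested genes. All windows elsewhere (100%) had as high a share, as any window must against 0. Per the labels every control mouse also carried the floxed allele, so a segment linked to it would be present in both groups. It would differ only in dose, since the knockout mice were homozygous and most controls heterozygous. These counts show no raised share of differences from such a dose. They cannot exclude a segment, which need not change the expression of its genes.

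The unchanged level of Gpr161 raised the question of mislabelled libraries. The lowest knockout value of Gli1 was 6.70 times the highest control value, so no single library sits in the range of the other group for this gene, which had been fixed in advance. A swap of all labels at once is not excluded by these values. A deletion that leaves most of the transcript may give the same Gpr161 counts, but exons were not analysed here.

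Dcn, a fibroblast gene, rose by 1.90. More fibroblasts in the knockout libraries would raise other fibroblast transcripts too. Col1a1, Col1a2, Col3a1 and Sparc had a median change of −0.48, from −0.54 to −0.38. Of these genes, 0 had an adjusted p or an unadjusted p under 0.05. Col1a1, Col1a2 and Col3a1 were low, at 6.07 to 8.20 CPM in the control, with SE of 0.39 to 0.43. Of the other genes tested in the preset fibroblast list, Fbn1 changed by −0.99, Col6a2 by 0.01, Pdgfra by 0.04, Col6a1 by 0.37 and Postn by 0.75. These values argue against fibroblast carry-over as the cause of the whole Dcn rise. A smaller contribution from fibroblasts, or a change within keratinocytes or another cell type, stays open and was not tested. Postn, also in that list, is expressed at 492 CPM in the control and is shared with the hair follicle stem cell list.

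Hhip was spread widely in both groups: 50.0, 8.49 and 77.6 CPM in DE679, DE685 and DE688, and 22.4, 2.06 and 114 CPM in DE680, DE684 and DE689. The lowest value in each group came from the library with Y-linked transcripts. Libraries with neighbouring tags also held the same rank in their groups, with DE688 and DE689 highest and DE679 and DE680 in the middle. Whether tag neighbours share part of the spread was not tested. A sex term in the edgeR fit gave a log2 change of −3.76 for Hhip with an adjusted p of 0.115, so sex may contribute but cannot be told apart from variation between animals with 1 such library per group. The sex term passed for 71 genes, 64 of them not on X or Y. It sets DE684 and DE685, which also have neighbouring tags, against the rest, so it does not isolate sex.

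Across the groups, libraries with neighbouring tags were the most alike by Pearson's r, a comparison made after the values were seen. Chi-square per degree of freedom was also lowest for DE679 and DE680 (19.0) and for DE684 and DE685 (20.6). It was higher for DE688 and DE689 (26.8) than for DE680 and DE685 (24.9) or DE680 and DE688 (25.4), which are not neighbours. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.980 for DE679 and DE680, 0.981 for DE684 and DE685 and 0.980 for DE688 and DE689, against 0.969 to 0.979 for the 6 other pairs across groups. DE684 and DE685 are also the libraries with Y-linked transcripts. The labels do not say what the tags stand for, so no pairing was taken from them and no explanation was tested.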
